A study of Mus musculus with 11 samples. Its data were reported in "Patient-Specific TBX5-G125R Variant Induces Profound Transcriptional Deregulation and Atrial Dysfunction" (2022).

How the data were processed

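H3K27 acetylation (H3K27ac), a histone mark of active promoters and enhancers, was measured by CUT&RUN, in which an antibody directs a nuclease to cut out and release the chromatin that carries the mark. The material was nuclei from the atria of adult mice, sorted for pericentriolar material 1 (PCM1), a protein at the nuclear envelope of cardiomyocytes. Per the labels, 6 libraries came from *Tbx5*G125R/+ mice, which are heterozygous for a missense change in the T-box transcription factor Tbx5, and 5 from controls. The study's methods count these as separate mice. The mice were 8 to 12 weeks old per the labels, and their sex is not given there.

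The authors deposited 1 table of 1652 regions that they had called as differentially acetylated. The submitters' processing notes name BWA, bedtools, DESeq2 and the mouse build mm10, and their versions are not given in the sources used here. Per the file headers, the authors tested bins of the genome, merged bins into numbered regions, and gave for each region the most significant 500 bp bin, called the top bin below. The deposited signal of each library is the normalised read count of the top bin, that is, reads divided by 1 size factor per library. The deposited log2 fold change is the authors' mean over the bins of a region and was written as control over *Tbx5*G125R/+, so its sign was turned here to give *Tbx5*G125R/+ over control. The deposited p-value is the authors' Benjamini-Hochberg adjusted p, which lay below 0.05 in every region listed. The regions that did not pass were not analysed here. All statements below therefore concern called regions, and neither the share of a gene list that changed nor a count adjusted over the list alone can be given.

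The selection of regions affects the measurements. The top bin was chosen for its significance, so its fold change overstates that of the region, whereas the deposited mean is diluted by flanking bins, above all in wide regions. In 16 regions the deposited mean and the top bin had opposite signs, among them the region at *Lrig1*. Their direction was taken from the deposited mean, and results with the direction of the top bin were computed as an alternative.

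Every normalised value was a whole multiple of 1 step per library, so that whole reads could be recovered for 100% of the values within a tolerance of 0.05 reads. The libraries held between 27118 reads (control replicate 5) and 161738 reads (*Tbx5*G125R/+ replicate 1) in the top bins. The size factors ran from 0.513 to 1.47 in controls and from 0.457 to 2.04 in *Tbx5*G125R/+ libraries, so most mutant libraries were deeper. Levels, reads and ratios below are those of the top bin, not of the whole region. Levels are given as mean ± SD of normalised reads over the 5 control and 6 *Tbx5*G125R/+ libraries. Ratios of levels are linear. Where all control libraries had 0 reads, the ratio was computed against 3 reads over the group, which is 0.662 normalised reads, and is a lower bound. Where they held 1 to 3 reads in all, a 95% exact counting interval is given. Intervals and floors cover counting error only, since duplicate fragments from amplification are not independent molecules.

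A count test on the recovered reads was added after the values had been seen. It used edgeR 4.0.16 (quasi-likelihood test, R 4.3.3) with the deposited size factors. The standard error (SE) of a log2 fold was computed as the absolute log2 fold divided by the square root of the test's F statistic. Benjamini-Hochberg adjustment took the highest region number, 126854, as the number of tests, since the called bins are a selected set. The top bin is the most significant bin of its region, and this number counts regions, not bins. The adjusted p of this test can therefore be too small, above all in wide regions. The same reads were tested with DESeq2 1.42.0, with trimmed mean of M values (TMM) factors computed on the called bins, with edgeR's filter on low counts, without each library in turn, and without the shallowest library of each genotype. On simulated reads for the 1652 bins, the edgeR test recovered 20% of 2-fold and 100% of 8-fold changes, and 1.64% of its calls were unchanged bins, with adjustment over these bins alone. The simulation was repeated at 0.5 and 2 times the depth, 20 draws each, after the values had been seen. Since the bins had been chosen by the authors' test on the same libraries, this count test is a check of single bins against depth and single libraries, and no independent evidence of a difference.

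The design and gene lists were fixed before the data were examined. Increased and decreased regions were compared by permutation tests of the difference of medians (two-sided, 100000 resamples), and shares by Fisher's exact test (two-sided). For clustering, regions no more than 12.5 kb apart were joined into domains, and the share of domains of 2 or more regions that held 1 direction was set against 10000 random reassignments of direction. Lists were tested by Fisher's exact test of increased against decreased regions at list members against all other called regions with a gene, with Benjamini-Hochberg adjustment over the 18 lists. With directions shuffled over single regions, at least 1 list was called in 1% of simulated sets. Neighbouring regions tended to share a direction, so this share of false calls can be too low. A planted list with 80% decreased regions was recovered in 100%. The planted list was the adrenergic list with its 16 regions, so this recovery does not cover lists with fewer regions. Calculations used Python with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

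Genes were taken from a RefSeq table of the same build (GRCm38.p6, equivalent to mm10) that gives the start and end of each gene. The plan had been to use transcription start sites and sequence. Strand, exons and a genome sequence were not used here, so promoter windows and the planned motif tests were not run. Instead, the midpoint of the top bin was assigned to the protein-coding gene whose body held it or lay nearest, within 100 kb. This gave 1478 regions a gene, 1246 genes in all, and left 174 without one. A nearby gene need not be the one that a region regulates, and whether a region inside a gene is exonic or intronic was not determined.

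Regions and genes were named by a fixed rule. It took the 10 increased and 10 decreased regions with the smallest deposited adjusted p, the 10 genes with the most called regions in 1 direction, and up to 4 members of each list with the smallest deposited adjusted p. It also took *Tbx5*, a list of 18 genes selected from those that the study named, and a list of 7 that it described as responsive to reduced Tbx5 dose. The study named further genes, such as *Cacna1g*, which are not in the list of 18. Other genes named below were chosen after their values were seen. Some genes that the rule took are not reported here, and they stay in all counts except those of the test for outlying libraries.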

Results

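H3K27ac was profiled by CUT&RUN in PCM1+ cardiomyocyte nuclei of atria from 5 control and 6 *Tbx5*G125R/+ mice, to ask which regulatory regions gain or lose activity when 1 allele of *Tbx5* carries the G125R change. The top bins of the called regions held 27118 to 72442 reads per control library and 43183 to 161738 reads per *Tbx5*G125R/+ library. Within the called regions, correlations of log2 levels between libraries were 0.812 to 0.839 among controls, 0.628 to 0.792 among *Tbx5*G125R/+ libraries and 0.0636 to 0.445 between genotypes, across regions that had been chosen for their difference.

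Most called regions gained H3K27ac in *Tbx5*G125R/+ cardiomyocytes. The authors' deposited table listed 1335 regions with increased and 317 with decreased signal, so that 80.8% were gains. Gains arose mostly where controls had little signal. In the top bins of increased regions the control level had a median of 2.29 normalised reads (interquartile range 0.820 to 7.28), against 30.4 (21.2 to 54.1) in *Tbx5*G125R/+. Losses took place at regions that were strongly acetylated in controls, with a median of 85.5 (50.3 to 146) in controls and 26.5 (10.1 to 59.9) in *Tbx5*G125R/+. In 80 of the increased regions the top bin held no read in any control library. Reads per library outside the top bin are not given, so these regions need not have been empty in controls.

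**Figure D1:**
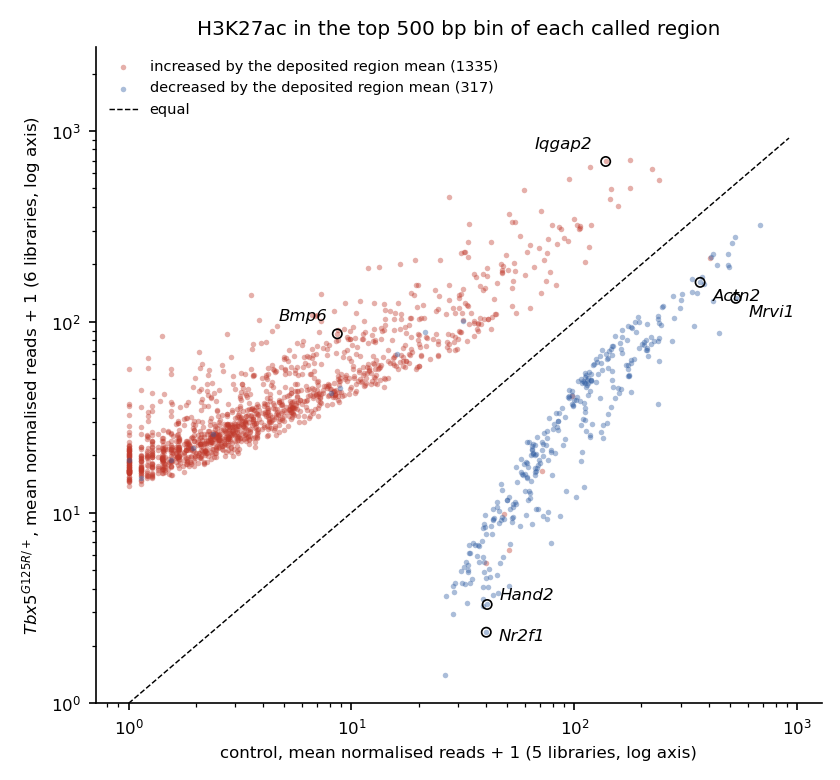
Mean normalised reads plus 1 in the top 500 bp bin of each of the 1652 called regions, in 5 control libraries (horizontal, log axis) and 6 *Tbx5*G125R/+ libraries (vertical, log axis), coloured by the direction of the deposited region mean. The 1335 increased regions start from a median control level of 2.29 and the 317 decreased regions from 85.5, and the few points on the other side of the line of equality belong to the 16 regions whose deposited mean and top bin differ in sign.

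The replicates were well separated in most of these bins. In 1199 increased regions (89.8%) every *Tbx5*G125R/+ library lay above every control library, and in 244 decreased regions (77.0%) every one lay below. Chance would give 0.216% in either direction for regions that had not been selected. In the added edgeR count test, 1223 regions passed as increased and 214 as decreased. With TMM factors computed on the called bins, which assume that most of the listed bins are unchanged, the log2 folds shifted by -1.70 (median) and 146 regions passed as increased and 313 as decreased, a share of increases of 31.8% in place of 85.1%.

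The strongest gains lay at loci with diverse functions. The increased region with the smallest adjusted p in the authors' deposited table (2.6e-11) lay on chromosome 3 from 40322751 to 40325500, with no protein-coding gene within 100 kb. Its level was 32.6 ± 22.9 (SD, n = 5) in controls and 326 ± 87.7 (SD, n = 6) in *Tbx5*G125R/+. Another region far from genes, on chromosome 8 from 97357751 to 97360000, rose from 30.1 ± 22.5 to 228 ± 51.8. Next to *Galnt9*, which encodes a glycosyltransferase, a region on chromosome 5 (110626751 to 110631000) rose from 26.3 ± 22.6 to 451 ± 170 normalised reads. Inside *Nrg2*, which encodes the growth factor neuregulin 2, the level rose from 6.31 ± 6.26 to 138 ± 20.7, and inside *Fat4*, an atypical cadherin, from 32.2 ± 10.8 to 260 ± 48.8. At *Sctr*, the secretin receptor, it rose from 41.5 ± 16.1 to 260 ± 45.6. A region 95.8 kb from *Negr1* had a mean control level of 2.56 and a mean *Tbx5*G125R/+ level of 136. The top bin of the region 14.7 kb from *Mgp*, which encodes matrix Gla protein, had no read in controls. It was at least 53.4-fold higher in *Tbx5*G125R/+ (35.4 ± 14.3). The deposited mean log2 fold over this wide region, from 136887001 to 136901500 on chromosome 6, was 0.19. The region nearest to the odorant receptor gene *Olfr987* rose from 117 ± 18.8 to 648 ± 74.3.

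Several genes carried a series of gains. Gene length was not taken into account, and 80.8% of all called regions were gains. A series in 1 direction is therefore by itself no evidence of joint regulation. *Iqgap2*, which encodes a scaffold protein of the actin cytoskeleton, had 7 increased regions between 95798501 and 95892750 on chromosome 13. The most strongly acetylated of them rose from 137 ± 81.7 to 691 ± 60.3 normalised reads. *Kdr*, which encodes the vascular endothelial growth factor receptor 2, had 5 increased regions. *Galnt9*, *Tmtc2*, *Laptm4b*, *Sash1*, *Steap4*, *Prex1* and *Dnm3* had 4 each. *Tnfaip8* was the 1 gene of this group with losses, 4 decreased regions between 49995751 and 50024750 on chromosome 18. Its region with the largest ratio fell from 237 ± 96.1 to 35.9 ± 18.4. With TMM factors on the called bins, 1 region each at *Iqgap2*, *Sash1* and *Laptm4b* and 2 at *Kdr* changed sign, as did the region at *Lgals3* given further down. In the count test 2 of the *Tnfaip8* regions and 1 of the *Sash1* regions did not pass.

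The strongest losses included *Mrvi1*, which encodes a partner of cGMP-dependent protein kinase that restrains calcium release through inositol trisphosphate receptors. Its region on chromosome 7 from 110976501 to 110984000 fell from 529 ± 124 (SD, n = 5) to 132 ± 41.5 (SD, n = 6), a log2 fold of -2.01 ± 0.24 (SE; edgeR adjusted p = 3.1e-06), and its region from 110902251 to 110911750 fell from 61.8 ± 29.5 to 12.0 ± 7.48. The smallest adjusted p of a decreased region in the authors' deposited table (1.0e-06) belonged to a region on chromosome 5 from 132958501 to 132960750 without a gene within 100 kb, at 77.8 ± 18.5 in controls and 5.90 ± 4.68 in *Tbx5*G125R/+. Regions without a gene within 100 kb on chromosome 17 (14516251 to 14518500) and chromosome 2 (123064501 to 123065000) fell from 85.5 ± 19.3 to 8.58 ± 6.90 and from 39.8 ± 24.0 to 3.06 ± 2.02. Losses inside *Dpf3*, *Mapk10*, *C1galt1* and *Nsmaf* were 2.43-fold to 3.43-fold, and *Nsmaf* also had a gain at another region. *Dpf3*, a chromatin remodelling subunit expressed in heart and muscle, fell from 212 ± 37.0 to 65.2 ± 24.8. *Lrig1* was listed as decreased by its region mean, although its top bin was higher in *Tbx5*G125R/+ (87.2 ± 25.2) than in controls (20.3 ± 9.72).

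Gains and losses differed in size, width and position. In the authors' deposited table the median absolute log2 fold was 0.80 for increased and 0.47 for decreased regions (permutation p = 1.0e-05, the smallest that 100000 resamples can give). In the top bin the increases had a median of 13.2-fold and the decreases of 3.42-fold. Increased regions were narrower, with a median width of 2500 bp against 6000 bp, and had a lower mean signal over all libraries, 17.9 against 54.0 normalised reads (permutation p = 1.0e-05 for each). The deposited mean is diluted more in wide regions, and bins with little signal need a larger fold to pass. Selection can therefore account for part of the difference in size. Called regions come from the same libraries and are not independent replicates, so these p-values do not measure variation between mice. Within a protein-coding gene lay 809 of the 1335 increased regions (60.6%, 95% Wilson interval 58.0 to 63.2%) and 234 of the 317 decreased regions (73.8%, 68.7 to 78.4%; Fisher's exact test, p = 1.0e-05). Of 62 domains with 2 or more called regions, 93.5% held 1 direction, 50 increased and 8 decreased, against 65.7% on average after random reassignment (permutation p = 1.0e-04, the smallest possible). Domain and gene-body differences kept their direction but not their call at a deposited adjusted p under 0.01, with 10 such domains and 71 decreased regions left. No chromosome departed from the others in its share of gains after adjustment over 20 chromosomes, and 3 did at an unadjusted p under 0.05. The closest were chromosome 10, with 92 gains and 9 losses, and chromosome 18, with 44 and 22 (Fisher's exact test, adjusted p = 0.059 for both).

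In 7 of the 18 gene lists, losses made up a larger share of the called regions than elsewhere. The list of adrenergic and cyclic nucleotide signalling had the smallest adjusted p, although the conduction, sarcomere and dose-responsive lists held no gain at all. Of its 29 members, 10 had a called region, 7 with losses and 3 with gains. Its 13 decreased and 3 increased regions made 18.8% gains, against 80.9% of the other called regions (Fisher's exact test, adjusted p = 3.2e-06). The share of gains was 30% with 1 region per gene (adjusted p = 0.014) and 42.9%, from 3 gains and 4 losses, among regions that passed the count test with and without each library (adjusted p = 0.023). *Chrm2*, the M2 muscarinic receptor that slows the heart under vagal tone, had 3 decreased regions, and the one with the smallest p fell from 116 ± 47.5 (SD, n = 5) to 23.9 ± 19.6 (SD, n = 6). *Rgs6*, which terminates signalling of that receptor, had 3 decreased regions, of which the leading one fell from 178 ± 28.0 to 61.9 ± 9.73. The members with losses further included the adrenergic receptor gene *Adra1b*, the adenylyl cyclase gene *Adcy5*, the phosphodiesterase genes *Pde4b* and *Pde7b*, and *Akap13*. The members with gains included *Prkg1* (11.6 ± 11.2 to 124 ± 47.8) and *Pde3a*. At a deposited adjusted p under 0.01 the list held 2 regions, both gains, and its call was lost. In the count test 9 of its 13 losses passed, and those at *Adcy5* and *Pde7b* and 1 region each of *Adra1b* and *Chrm2* did not (edgeR adjusted p 0.051 to 0.075).

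**Figure D2:**
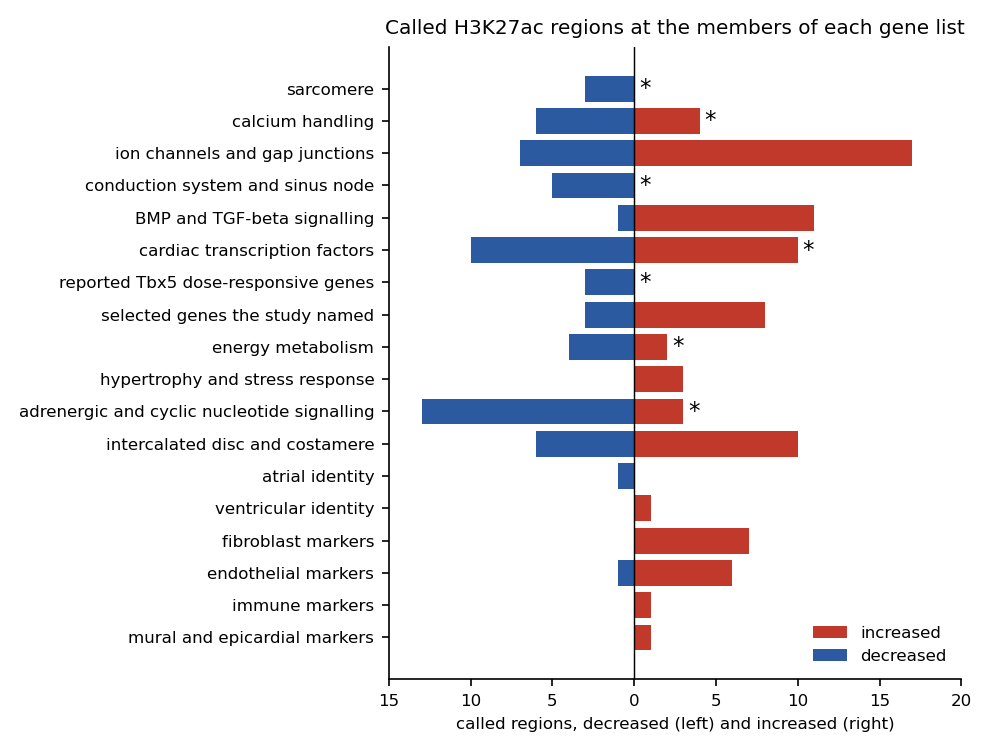
Number of called H3K27ac regions at the members of each of the 18 gene lists, decreased to the left of 0 and increased to the right. Asterisks mark the 7 lists whose share of gains differed from that of the other called regions (Fisher's exact test, adjusted p under 0.05), with 13 losses against 3 gains for adrenergic and cyclic nucleotide signalling.

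Conduction, contraction and calcium genes also carried more losses than the other called regions. The list of the conduction system and sinus node had 5 decreased regions and no gain (Fisher's exact test, adjusted p = 0.0026), and the losses included *Rgs6* and *Cacna1g*, which encodes a T-type calcium channel. The sarcomere list had 3 losses and no gain among 44 members (adjusted p = 0.023). *Actc1*, cardiac alpha-actin, fell from 179 ± 39.2 (SD, n = 5) to 42.1 ± 13.7 (SD, n = 6), *Actn2*, alpha-actinin 2, from 366 ± 77.6 to 160 ± 39.6, and *Lmod3* from 121 ± 25.5 to 58.2 ± 11.7. The deposited mean log2 folds of these regions were -0.60, -0.16 and -0.39. Calcium handling had 6 losses and 4 gains (adjusted p = 0.023), the losses at *Mrvi1*, *Ryr2*, *Cacna1g* and *Srl* and the gains at *Itpr1*, *Asph*, *Atp2b1* and *Pde3a*. Of these losses 2 lay at *Mrvi1*. The study had described expression of *Mrvi1* and *Cacna1g* as decreased in these atria, so their place in the list is not independent of its results. Energy metabolism had 4 losses, at *Ppargc1a*, *Esrrg*, *Fabp3* and *Hadhb*, and 2 gains, at *Cs* and *Pdk4* (adjusted p = 0.041). *Ppargc1a*, a coactivator of mitochondrial biogenesis, fell from 408 ± 83.9 to 219 ± 46.7 in its top bin, with a deposited mean log2 fold of -0.18 over the region. The regions at *Cacna1g* (log2 fold -1.03 ± 0.29, SE), *Srl*, *Lmod3*, *Esrrg*, *Fabp3* and *Hadhb* did not pass the count test, whose adjusted p ranged from 0.078 to 0.13 for them.

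Cardiac transcription factor genes changed in both directions, with 10 gains and 10 losses, a smaller share of gains than among the other called regions (Fisher's exact test, adjusted p = 0.013). The losses lay at *Hopx*, *Myocd*, *Gata6*, *Nr2f1*, *Mef2a*, *Ppargc1a* and *Esrrg*, the last a pair shared with energy metabolism, and at *Hand2*, which also had a gain. At *Hopx* the leading region fell from 301 ± 67.0 (SD, n = 5) to 129 ± 26.8 (SD, n = 6). Near *Hand2* the level fell from 39.6 ± 22.8 to 2.30 ± 3.67. *Nr2f1*, a nuclear receptor of atrial identity, was the 1 member of the atrial identity list with a called region and fell from 39.3 ± 34.8 to 1.36 ± 1.81. The gains included *Sox5*, *Zfpm2*, *Foxp1*, *Mef2c* and *Tbx2*. The regions at *Mef2a*, *Esrrg*, *Foxp1* and *Mef2c* and 1 of the *Sox5* regions did not pass the count test.

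Each of these 7 lists lost its call or held no region under at least 1 way of counting. At a deposited adjusted p under 0.01 the sarcomere, conduction, dose-responsive and energy metabolism lists held no region, calcium handling had 2 losses and 1 gain (Fisher's exact test, adjusted p = 0.24), and only cardiac transcription factors kept a call (4 losses and 2 gains, adjusted p = 0.033). With the gene body as the criterion, the adjusted p of Fisher's exact test became 0.13 for the sarcomere and the dose-responsive list, 0.059 for calcium handling, 0.084 for cardiac transcription factors and 0.18 for energy metabolism. With directions permuted only among regions of similar signal and width, the adrenergic list had 13 losses against 5.06 expected (permutation test, adjusted p = 0.0036 over the 18 lists). With 1 region per gene it had 7 against 3.05 expected, and its call was lost after adjustment (permutation test, adjusted p = 0.20). With all regions the other 6 lists did not depart, with 10 losses against 4.80 expected for cardiac transcription factors (adjusted p = 0.085), 5 against 2.59 for the conduction list (0.24), and adjusted p of 0.74 for the sarcomere, 0.44 for calcium handling, 0.66 for the dose-responsive and 0.44 for the energy metabolism list.

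Genes that the study described as responsive to reduced Tbx5 dose carried losses, among them at *Ryr2*. *Ryr2*, the calcium release channel of the sarcoplasmic reticulum, had 2 decreased regions within the gene on chromosome 13. The region from 12049501 to 12066250 fell from 278 ± 65.7 (SD, n = 5) to 103 ± 39.8 (SD, n = 6), a log2 fold of -1.45 ± 0.27 (SE; edgeR adjusted p = 8.9e-04). The region from 12088001 to 12108500 fell from 87.7 ± 62.2 to 21.6 ± 7.75, and without control replicate 5 its log2 fold went from -1.97 to -1.47 and its edgeR adjusted p from 0.011 to 0.22. The 3 losses without a gain gave this list of 7 genes an adjusted p of 0.023 (Fisher's exact test). They lay at 2 genes, and 1 of the 3 did not pass the count test. Among regions that passed with and without each library the list held 1 region and was not called (Fisher's exact test, adjusted p = 0.24). No called region was assigned to *Atp2a2*, *Nppa*, *Tbx3*, *Dsp*, *Gja1* or *Tbx5* itself.

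**Figure D3:**
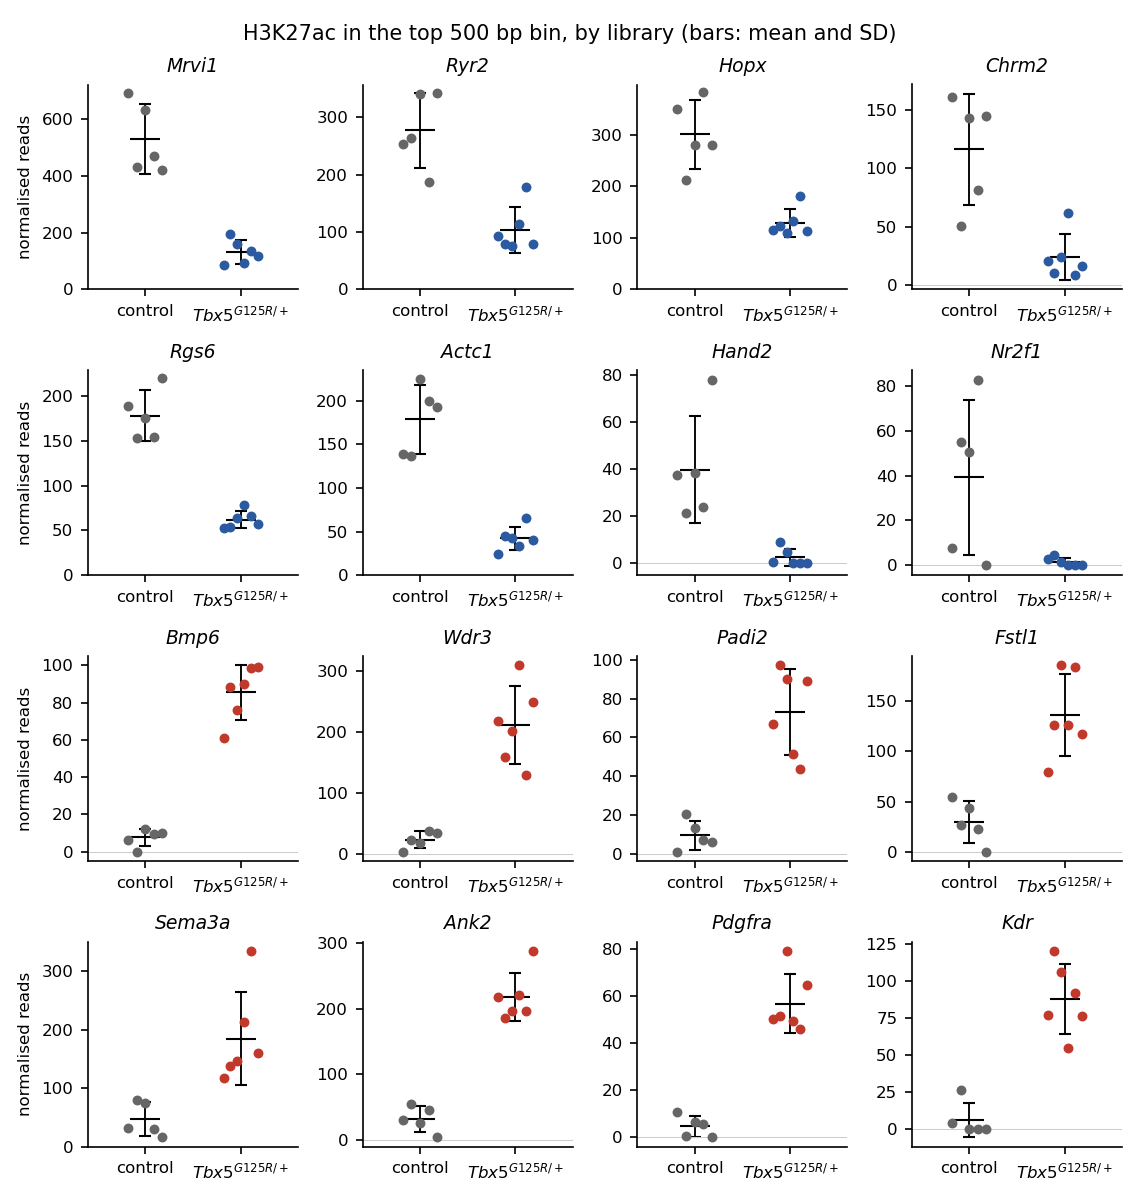
Normalised reads in the top 500 bp bin of 16 called regions, named by their assigned gene, with 1 point per library (5 control, 6 *Tbx5*G125R/+) and bars for the mean and SD. For *Mrvi1*, *Rgs6* and *Actc1* every *Tbx5*G125R/+ library lies below every control library, and for *Bmp6*, *Wdr3* and *Padi2* every one lies above, whereas the control libraries of *Nr2f1* reach down to the *Tbx5*G125R/+ level.

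Of 18 genes selected from those that the study named, 10 had a called region, 8 with gains and 2 with losses, which did not depart from the other called regions (Fisher's exact test, adjusted p = 0.66). The study chose part of this list from these libraries, so its direction is no independent evidence. *Bmp6*, a bone morphogenetic protein, rose from 7.64 ± 4.77 (SD, n = 5) to 85.5 ± 14.6 (SD, n = 6). *Wdr3* rose from 23.9 ± 13.8 to 211 ± 64.2, *Padi2*, a peptidyl arginine deiminase, from 9.55 ± 7.53 to 73.2 ± 22.4, and *Sema3a*, a secreted guidance cue for nerve fibres, from 46.4 ± 29.1 to 185 ± 80.3. The potassium channel gene *Kcnj15* rose from 2.52 ± 3.79 to 41.0 ± 18.2, and *Lgals3*, galectin 3, from 156 ± 33.0 to 402 ± 74.4, with the opposite sign under TMM factors on the called bins. *Postn* also gained signal. *Tgfb2*, which encodes a transforming growth factor, had a decreased region 33.0 kb away (75.5 ± 35.8 to 17.9 ± 9.87), beside *Mrvi1* with 2. *Tbx20*, *Kcna4*, *Slc8a1*, *Cacna1c*, *Pln*, *Gja5*, *Kcnn2* and *Myl1* had none assigned.

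Gains prevailed in the lists of signalling, channel and cell adhesion genes, at a share that did not differ detectably from the other called regions. BMP and TGF-beta signalling had 11 gains and 1 loss (Fisher's exact test, adjusted p = 0.66), with *Fstl1* at 29.4 ± 20.9 (SD, n = 5) in controls and 136 ± 41.2 (SD, n = 6) in *Tbx5*G125R/+, and *Smad6* at 2.22 ± 2.51 and 46.2 ± 20.6. The top bin of the region at *Ski* held 2 control reads and was 55.3-fold higher (counting interval 15.3 to 457). The deposited mean log2 fold over this wide region, from 155181751 to 155209750 on chromosome 4, was 0.17. Ion channels and gap junctions had 17 gains and 7 losses (adjusted p = 0.53), with gains at *Clcn5* (5.30 ± 6.03 to 65.2 ± 18), *Trpm3* (2.67 ± 1.09 to 33.4 ± 23.1), *Ano6* and *Kcnd2*. *Kcnd2*, a channel of the transient outward potassium current, held 1 control read in all in its top bin, and its ratio of 183 has a counting interval of 32.8 to 7212. Intercalated disc and costamere genes had 10 gains and 6 losses (adjusted p = 0.24). Among them *Ank2*, which encodes ankyrin B, rose from 32.2 ± 19.5 to 217 ± 36.8. *Vcl*, *Lama2* and *Sgcd* each had a gain at a region whose top bin held 1 or 2 control reads, *Sgcd* beside a loss at another region. The hypertrophy and stress list had 3 gains, at *Atf3* (8.91 ± 4.70 to 61.1 ± 31.1), *Nr4a3* and *Fhl2*, of which *Fhl2* was also the 1 member of the ventricular identity list with a called region (adjusted p = 1 for both lists).

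Markers of other cell types, which the PCM1 gate should exclude, had 15 gains and 1 loss. Fibroblast markers had 7 gains and no loss (Fisher's exact test, adjusted p = 0.58), at *Lum*, *Postn*, *Pdgfra*, *Dcn* and *Col1a2*. The region within *Pdgfra* rose from 4.72 ± 4.43 (SD, n = 5) to 56.9 ± 12.7 (SD, n = 6), and the region 97.3 kb from *Dcn* from 7.39 ± 5.87 to 46.9 ± 21.2. Endothelial markers had 6 gains, 5 at *Kdr* and 1 at *Cdh5* (1.09 ± 1.40 to 21.9 ± 18.1), and 1 loss at *Erg* (adjusted p = 1). The most strongly acetylated *Kdr* region rose from 106 ± 44.8 to 310 ± 87.3, and it and another *Kdr* region changed sign with TMM factors on the called bins. *Erg* fell from 89.8 ± 62.2 to 23.3 ± 11.4, and without control replicate 5 its edgeR adjusted p went from 0.020 to 0.37 and its log2 fold from -1.89 to -1.40. The immune list had 1 gain at *Mrc1* and the mural and epicardial list 1 at *Rgs5* (adjusted p = 1 for both). With mostly gains among the other called regions, even the 7 gains without a loss at fibroblast markers gave no call. The single marker lists were thus too small to be called for gains. Taken as 1 set of 61 genes, these markers had 93.8% gains against 80.1% of the other called regions (Fisher's exact test, p = 0.22).

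Of the 114 regions named by the rule, 106 passed the count test on all libraries. Among these, the call was lost without at least 1 library at *Cs*, *Dcn*, *Erg*, *Fhl2*, *Itpr1*, *Ppargc1a*, *Tgfb2*, at 1 of the regions each of *Galnt9*, *Iqgap2*, *Kdr*, *Mrvi1*, *Prex1*, *Ryr2*, *Steap4* and *Tmtc2*, and at 3 of *Dnm3*. None of the named regions changed sign when a library was left out. With TMM factors on the called bins, 60 of the named regions lost the call and 6 changed sign.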

Values the study reported

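The study reported 1653 differential H3K27ac regions between the genotypes, 1335 of them with increased and 318 with reduced signal in *Tbx5*G125R/+ atrial cardiomyocytes. Among single nuclei from right atrial tissue it counted 255 fibroblasts of 2894 nuclei in *Tbx5*G125R/+ and 363 of 3432 in controls. It also reported a larger share of cardiomyocytes among these nuclei in *Tbx5*G125R/+. By staining it reported a higher ratio of cardiomyocyte nuclei to other nuclei in atria of older *Tbx5*G125R/+ mice.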

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

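The test for libraries that stand apart was run in 100 groups of 5 or 6 libraries, and 12 groups held 1 library that lay far from the rest of its genotype. Chance alone gives such a library in about 1 group in 20, but in 6 of the 12 groups the other libraries held no read, so that any read made a library stand apart, and the count of groups cannot be set against chance. In controls, replicate 2 stood apart where it held the only reads, with 0.681 normalised reads at *Lama2* and *Kcnd2* and 1.36 at *Sgcd* and *Vcl*. Control replicate 1 was the high library at *Negr1* (12.8 normalised reads) and *Ski* (2.13), and at the region nearest to *Olfr987* (149). Among *Tbx5*G125R/+ libraries, replicate 5, the shallowest, was the high library at *Ryr2* (179), *Lgals3* (543) and *Nsmaf* (228). Replicate 6 was high at *Ank2* (287) and replicate 4 at *Chrm2* (61.9). The regions at *Ryr2*, *Nsmaf* and *Chrm2* are losses, so there the library that stood apart was the one nearest to the controls.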

How the results depend on the processing

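The count test with its DESeq2, TMM, filter and shallow-library settings, the direction of the top bin, the midpoint of the whole region, the TMM direction of the lists and the lists on regions that passed without each library were chosen after the data had been seen. Only called regions were used, so a stricter setting removes regions by construction. The 1335 gains and 317 losses became 488 and 71 at a deposited adjusted p under 0.01, 154 and 9 under 0.001, and 503 and 42 with a deposited absolute log2 fold of at least 1, and 554 gains and 272 losses had a mean signal at or above the median, where 67.1% were gains, against 94.6% below it. Joining regions, leaving out chromosome X or 5, and the top-bin direction moved neither count by more than 1.5 times. Differences in size, width and mean signal passed under every setting run. The gene-body difference was 12.0 percentage points at an adjusted p under 0.01 (Fisher's exact test, p = 0.071), and 100% of the 10 domains left there held 1 direction (permutation p = 0.065), with fewer regions tested in both.

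In the count test, leaving out 1 library gave 1016 to 1144 gains and 130 to 209 losses, with 141, 130 and 139 losses without *Tbx5*G125R/+ replicates 2, 3 and 6. Fewer libraries were tested there. DESeq2 called 1337 gains and 310 losses. TMM on the called bins left 146 gains and turned the sign at *Sash1* (-0.28), *Iqgap2* (-0.48), *Lgals3* (-0.38), *Laptm4b* (-0.24) and 2 *Kdr* regions (-0.16 and -0.18), because it centres a set made mostly of gains. Replicates 1 to 5 exist in both genotypes. With them as a replicate block, 685 gains and 81 losses passed, against 1039 and 139 in the same libraries without the block, and 32 of the 114 named regions lost the call they had on all libraries. Same-numbered samples did not deviate together (correlations -0.145 to -0.0165 over 5 pairs, and 0 of 10 samples correlated best with their own number), so the numbers give no pairing.

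The 7 called lists had 65 results under alternatives, of which 45 kept the call, and held no region in 5 further cases: sarcomere, conduction, dose-responsive and energy metabolism genes at an adjusted p under 0.01, and energy metabolism on regions that passed without each library. The other lists stayed without a call in all 102 results. The adrenergic list held 100% gains at an adjusted p under 0.01, from 2 regions. Calls were lost at these shares of gains. With gene bodies they were 0% (sarcomere and dose-responsive genes), 40% (calcium handling and energy metabolism) and 50% (transcription factors). With any biotype they were 0% (sarcomere), 53.8% (transcription factors) and 25% (energy metabolism). With 1 region per gene they were 50% (calcium handling), 0% (dose-responsive genes) and 33.3% (energy metabolism). With the TMM direction they were 0% (sarcomere and dose-responsive genes), 40% (calcium handling), 50% (transcription factors) and 33.3% (energy metabolism). Calcium handling also lost its call at an adjusted p under 0.01 (33.3%) and, with the dose-responsive genes (0%), on regions that passed without each library (60%). The cause was not tested. Promoter windows, motif settings and library totals were not run. In simulated reads with the dispersion held, 2-fold changes were recovered in 18.8% of cases at the depth of the data, 15.1% at 0.5 times and 19.2% at 2 times that depth, and in 27.8% of cases in bins at or above the median level and 9.28% below it. More depth therefore did not raise the recovery by much in this simulation.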

Other observations

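The families in the first paragraph, the tests of linkage to *Tbx5* and of the spread of losses, the signal and width test with its division into the adrenergic and the other lists and its run with 1 region per gene, and the names of their genes were chosen after the values had been seen. Genes of axon guidance (semaphorins, plexins, neuropilins, slits, roundabouts, ephrins and netrins) had 14 called regions at 12 genes, all of them gains, among them *Nrp1*, *Nrp2*, *Plxna2*, *Plxna4*, *Robo1*, *Robo2*, *Slit2*, *Sema5a*, *Sema6a* and *Sema6d*. Genes of the extracellular matrix had 25 gains and 2 losses, with gains at *Col1a2*, *Col8a1*, *Col15a1*, *Fbn1*, *Fbln2* and *Adamts5*. Cadherins and protocadherins went both ways, with 6 gains and 5 losses, the losses at *Cdh2*, *Cdh4*, *Cdh13* and *Pcdhgc3*. Wnt genes had 4 gains. None of these families departed from the other called regions after adjustment over 5 families (Fisher's exact test, adjusted p = 0.21 for axon guidance and cadherins, 0.24 for the extracellular matrix and 1 for Wnt genes), and 1 did without it (cadherins, p = 0.047).

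The prevalence of gains was weighed against depth, linkage, chance and other nuclei, of which linkage is argued against. Linkage means sequence variants near the edited allele, and the share of numbered regions called within 20 Mb of *Tbx5* (42 of 2545) was 1.27 times that elsewhere. Depth would lower the signal of shallower libraries. Yet 99.6% of the increased regions were also higher in the shallower *Tbx5*G125R/+ replicates 4 and 5 (mean size factor 0.713) than in the deeper control replicates 1 and 2 (1.20). Among *Tbx5*G125R/+ libraries the shallowest, replicate 5, had the most normalised reads in the top bins (94471) and the deepest, replicate 1, the fewest (79120). These regions had been chosen for a difference between the same libraries, so the 99.6% alone would not decide. That choice does not set the order by depth within a genotype, which goes against depth. Normalised reads are divided by the size factor that also ranks the depth, so an error in that factor alone could give this order. Depth therefore stays open. Nuclei of other cell types in the *Tbx5*G125R/+ sort stay open. The 15 gains and 1 loss at their markers, of which *Postn* was also picked by the study, fell in the direction such nuclei predict. They did not depart from the other called regions (Fisher's exact test, p = 0.22), and uncalled marker regions were not analysed. Such nuclei could raise the other called regions as well, so this test cannot decide. Of 100 splits of the 11 libraries 1, the real one, gave as many calls (1437, against at most 0 in the others), but the regions had been chosen by the real split, so chance cannot be judged from this. A biological effect of the genotype remains a hypothesis beside depth, chance, other nuclei and the authors' scaling, and for that scaling the called regions alone give no check.

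The losses at cardiomyocyte lists may partly follow from the signal and width of the regions, because a loss can be called only where controls have signal. Adrenergic and cyclic nucleotide signalling kept its excess of losses among regions of similar signal and width (13 against 5.06 expected, permutation p = 2.0e-04, adjusted p = 0.0036). With 1 region per gene the excess stayed (7 against 3.05 expected), but its call was lost after adjustment (permutation p = 0.011, adjusted p = 0.20). The test over all regions treats regions of 1 gene as independent, which they are not. Whether signal and width account for the whole excess of this list thus cannot be told. Of the other 6 lists, 2 kept p under 0.05 before adjustment over the 18 lists and 0 after it. For these 6 lists the high signal and width of their regions and a property of the genes cannot be told apart. Dilution of cardiomyocyte nuclei by other nuclei would lower regions by about 1 factor, and the spread of the log2 folds of 307 losses was 1.93 times their median standard error. This does not decide, since regions that other nuclei also acetylate would fall less under dilution. A response of these genes to the variant is the biological alternative and was not tested beyond the genotype comparison.

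The gain at *Postn* stands beside the study's description of lower RNA of this gene in right atria. The gains at fibroblast markers stand beside its description of a smaller share of fibroblasts and a larger share of cardiomyocytes in right atrial tissue. None of these was measured in the sorted nuclei used here. The losses at *Ryr2* stand beside the study's description of this gene as not responsive to the variant at the level of RNA. The study also described a Tbx5-dependent noncoding RNA near *Ryr2* as not affected. Its RNA came from whole atrial tissue, whereas the nuclei used here were sorted from pooled left and right atria. H3K27ac in the more strongly acetylated *Ryr2* region was lower in 6 of 6 *Tbx5*G125R/+ libraries than in every control library. Whether RNA and acetylation differ at this gene was not tested here.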
